A study of Homo sapiens with 10 samples. Its data were reported in "Demethylation of EHMT1/GLP Protein Reprograms Its Transcriptional Activity and Promotes Prostate Cancer Progression" (2023).

How the data were processed

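RNA sequencing was performed on LNCaP cells, an androgen-responsive human prostate adenocarcinoma cell line. In the first experiment, cells were transfected for 2 days with 20 nM of a nontargeting siRNA (siNTC) or of an siRNA pool against EHMT2 (siEHMT2), with 2 libraries each. EHMT2 (also called G9a) and EHMT1 (also called GLP) are related lysine methyltransferases that modify histone H3. In the second experiment, LNCaP cells carrying a doxycycline-inducible EHMT1 transgene in which a pair of lysines was replaced by arginine were treated for 2 days with vehicle (Vehicle), with 2 µM UNC0642, an inhibitor of both enzymes (UNC0642), or with 0.5 µg/mL doxycycline and 2 µM UNC0642 (DOX+UNC0642), again with 2 libraries each. A doxycycline-only group was not analysed here.

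The authors deposited 1 table of counts per experiment, with whole-number read counts per gene that were not normalized. Per their methods, stranded total RNA libraries were sequenced as single-end reads, aligned to the human genome build hg19, and analysed with limma. The counting tool, its use of strand, and the annotation version were not stated, so counts of genes that overlap others or have near-identical copies are uncertain. Both tables listed the same 57773 gene IDs. The number of columns of unknown origin was 0. Gene positions, exon length and GC content of the merged exons were taken from GENCODE release 44 mapped to GRCh37, which is the same assembly as hg19 for the chromosomes used. It held 55538 of the gene IDs (96.1%). The total per library lay between 11913239 and 15577300 counts. At this depth counting alone gave an SD of 0.128 to 0.163 on the log2 scale for the difference between a pair of libraries, over genes with a mean of at least 50 counts.

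Counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr (a minimum count of 10 and a minimum total of 15), libraries were scaled by TMM, and groups were compared by the two-sided quasi-likelihood F-test with Benjamini-Hochberg adjustment over all genes kept. A gene was called at an adjusted p under 0.05. The siRNA fit held 4 libraries. The 3 contrasts of the second experiment came from 1 fit of all 6 libraries, with no block. Standard errors are the log2 fold change divided by the root of the F statistic. CPM values were made by the cpm function from the TMM-scaled library size. Leaving out a library kept the genes of the full fit. Counts of genes changed at least 2-fold then came from log2 CPM instead of the edgeR fit. Where this left 1 library in a group, values were given without a test.

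A total of 12 gene lists was written by hand. The S phase and G2/M lists are those of the Seurat package, and the others (MYC and ribosome biogenesis, androgen receptor, neuroendocrine, REST-repressed, p53, interferon-stimulated, cholesterol synthesis, integrated stress response, lysosome and germline) come from general knowledge. The hallmark sets that the study tested were not used here. Lists were tested with camera in limma 3.58.1, a competitive two-sided test with an inter-gene correlation preset at 0.01, and p-values were adjusted by Benjamini-Hochberg over 36 tests (12 lists in 3 contrasts). The difference between the UNC0642 effect and the siEHMT2 effect was tested in 1 fit of all 10 libraries, with adjustment over the 12 lists. Correlations across genes carry no p-value, because genes are not replicates. For contrasts that share libraries, 20 simulations of unchanged groups gave the value that sharing alone produces where groups have equal spread.

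Genes were named by the following rule. The study genes were EHMT1, EHMT2, SYP, ENO2, ENO1, DLL3, NANS, RB1, NDRG1, E2F1, MYC, MCM7, PPP1R14C, LIPT2 and FRMPD2. For the contrasts siEHMT2 against siNTC, UNC0642 against Vehicle and DOX+UNC0642 against UNC0642, the 5 largest rises and 5 largest falls were taken among called genes with a mean of at least 50 counts and no overlap between groups in CPM. Called list members, at most 5 per list and contrast, completed the rule. The groups, tests, lists, naming rule and first set of alternatives were fixed before the data were examined. Genes named outside the rule are marked as chosen after their values were seen.

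That set comprised DESeq2 1.42.0, limma-voom, RLE size factors, scaling by library size only, no filter (at least 1 count), a minimum mean of 50 counts, the replicate number as a block, an adjusted p under 0.01, a cut-off of 2-fold with an unadjusted p under 0.05, fits of the 4 libraries compared, leaving out each library, and for the lists camera with estimated correlation, fry and fgsea 1.28.0. Chosen after seeing the data were a GC and length correction, limma-voom with library quality weights, fits without either UNC0642 library, the use of DOX+UNC0642 in place of UNC0642, and the application of the alternatives to the fit of the Vehicle and DOX+UNC0642 libraries. The correction fitted, per library, a natural spline (6 degrees of freedom each) of log2 CPM on GC content and on log2 exon length, with their product, and entered the edgeR fit as an offset. It used a pseudocount of 0.5.

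The procedure was tested on simulated counts with 200 changed genes, drawn with the means, dispersions and library sizes of the data. With the spread of the siRNA libraries, 199 were recovered among 15581 genes, with 10 false calls. With the spread of the Vehicle and DOX+UNC0642 libraries, 179 were recovered among 15545 genes, with 19 false calls. With the spread of the 6 libraries of the second experiment, 0 were recovered among 15936 genes, although 99% of the estimates had the right sign. A GC trend put into 1 of the simulated siRNA libraries took the recovered genes to 0 among 15631 genes, and the GC and length correction brought back 196 among 15305 genes. When 2 lists were lowered by simulation, camera detected 2 of them and 0 of the 22 other tests. Genes were drawn independently there, so this does not show how camera behaves where the genes of a list vary together. Figures were drawn with matplotlib 3.10.9.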

Results

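To examine the transcriptional role of EHMT2 and of the combined EHMT1/2 activity in prostate cancer cells, 10 RNA-seq libraries of LNCaP cells were compared, 2 in each of 5 groups. In the siRNA experiment the total counts were 12981747 and 14102160 for the siNTC libraries and 11913239 and 12854123 for the siEHMT2 libraries. In the experiment with inducible mutant EHMT1 they were 11973194 and 13219190 for Vehicle, 13153000 and 12948110 for UNC0642, and 13237043 and 15577300 for DOX+UNC0642. Between 21879 and 24374 genes had at least 1 count in a library. Replicates of every group differed by more than sampling noise, with a chi-square per degree of freedom between 2.47 and 224, so no library appeared to be deposited more than once.

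The targeted genes were examined first. EHMT2 (ENSG00000204371, GRCh37 chromosome 6, 31847536 to 31865475, minus strand, protein coding) had 105 ± 0.612 CPM (SD, n = 2) in siNTC and 19.9 ± 0.104 CPM (SD, n = 2) in siEHMT2, a log2 fold change of -2.40 ± 0.085 (SE) with an adjusted p of 3.32e-14 in the edgeR quasi-likelihood test. EHMT2 therefore stood at 18.97% of the control level in the fit. EHMT1 (ENSG00000181090, chromosome 9, 140513444 to 140764468, plus strand, protein coding) was not called between these groups, with a log2 fold change of -0.16 ± 0.062 (SE) and an edgeR adjusted p of 0.213 (0.177 to 0.561 over the alternatives without a block). In the second experiment EHMT1 had 130 ± 2.28 CPM (SD, n = 2) in Vehicle, close to the 133 ± 4.49 CPM (SD, n = 2) in siNTC, although levels in separate experiments are not strictly comparable. It had 597 ± 3.51 CPM (SD, n = 2) in DOX+UNC0642, which carries the induced transgene, and the deposited counts do not separate the transgene from the endogenous gene. Within UNC0642 it had 142 CPM in replicate 1 and 68.4 CPM in replicate 2. EHMT2 did not change past the threshold with UNC0642, at 98.2 ± 12.03 CPM (SD, n = 2) in Vehicle and 111 ± 22.8 CPM (SD, n = 2) in UNC0642. Both genes overlap other annotated genes on the opposite strand, so a small part of their counts is uncertain.

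**Figure D1:**
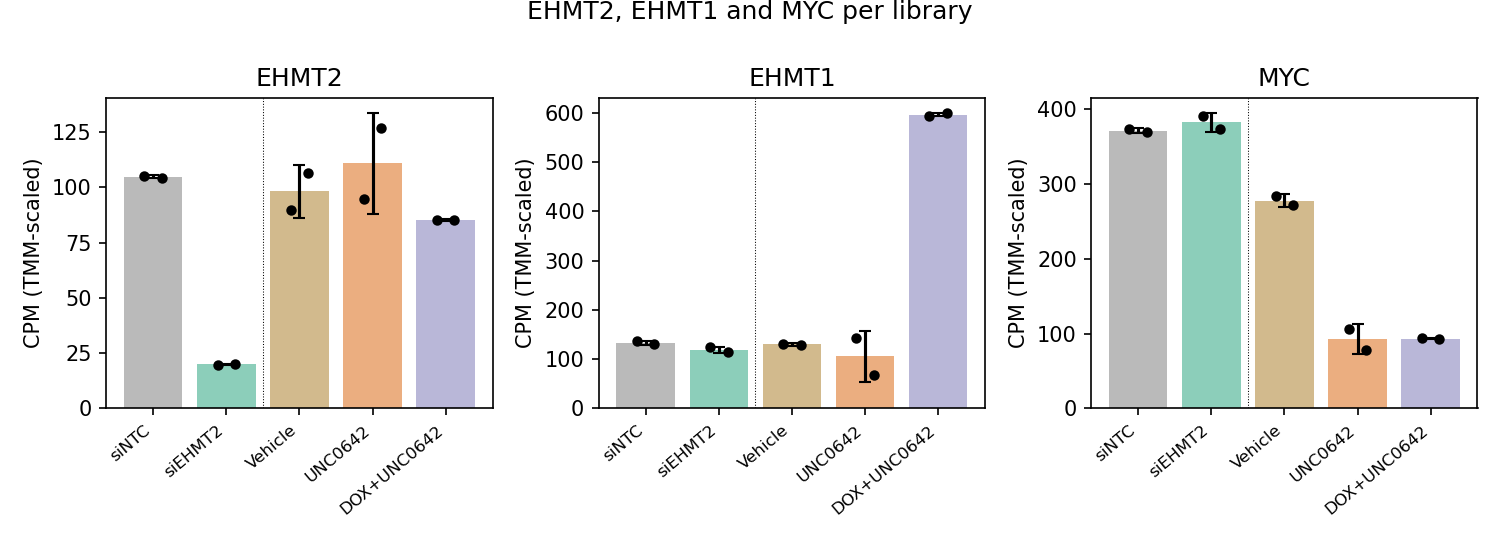
CPM (counts scaled by TMM library size) of EHMT2, EHMT1 and MYC in the 5 groups; bars are means of 2 libraries, error bars their SD, points the libraries, and the dotted line parts the experiments. EHMT2 fell to 19.9 CPM in siEHMT2, EHMT1 reached 597 CPM in DOX+UNC0642, and MYC stood at 278 CPM in Vehicle and 92.5 CPM in UNC0642.

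Next, the effect of EHMT2 silencing on the transcriptome was determined. Of 15863 genes tested, 472 (2.98%) were called in siEHMT2 against siNTC, with 147 higher and 325 lower. The changes were small, with a median absolute log2 fold change of 0.351 among the called genes, and 15 of them changed at least 2-fold. Of the alternatives without a block, a cut-off of 2-fold with an unadjusted p under 0.05 moved the count by the largest factor and gave 68 genes higher and 48 lower. By fold change alone, 152 genes differed at least 2-fold. When any library was left out the count, then taken from log2 CPM, was between 298 and 328. After EHMT2 itself, the largest falls among the named genes were those of CP (log2 fold change -1.56 ± 0.277, SE), SLC7A8 (-1.16 ± 0.065), ZNF681 (-1.13 ± 0.234) and KLHL15 (-0.97 ± 0.146). SLC7A8 (ENSG00000092068, chromosome 14, 23594504 to 23652883, minus strand) went from 148 ± 3.50 CPM (SD, n = 2) to 66.2 ± 3.24 CPM (SD, n = 2), with an edgeR adjusted p of 2.26e-10. The largest rises were those of TUBA3E (1.14 ± 0.278), MAF (0.92 ± 0.092), CCDC154 (0.91 ± 0.238), LAT2 (0.89 ± 0.239) and the noncoding RP11-314O13.1 (0.85 ± 0.228). MAF (ENSG00000178573, chromosome 16, 79619740 to 79634634, minus strand) rose from 31.7 ± 3.17 CPM (SD, n = 2) to 59.99 ± 0.465 CPM (SD, n = 2), with an edgeR adjusted p of 1.57e-06. The values of TUBA3E are uncertain because near-identical tubulin genes can share its reads, and those of CCDC154 and CP because other genes overlap them on the opposite strand. SLC7A8 and RP11-314O13.1 overlap other genes on the same strand. The calls of CCDC154, LAT2 and RP11-314O13.1 were lost in limma-voom. Over the alternatives without a block their adjusted p lay between 0.00807 and 0.0582, 0.0152 and 0.0563, and 0.0141 and 0.0532.

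**Figure D2:**
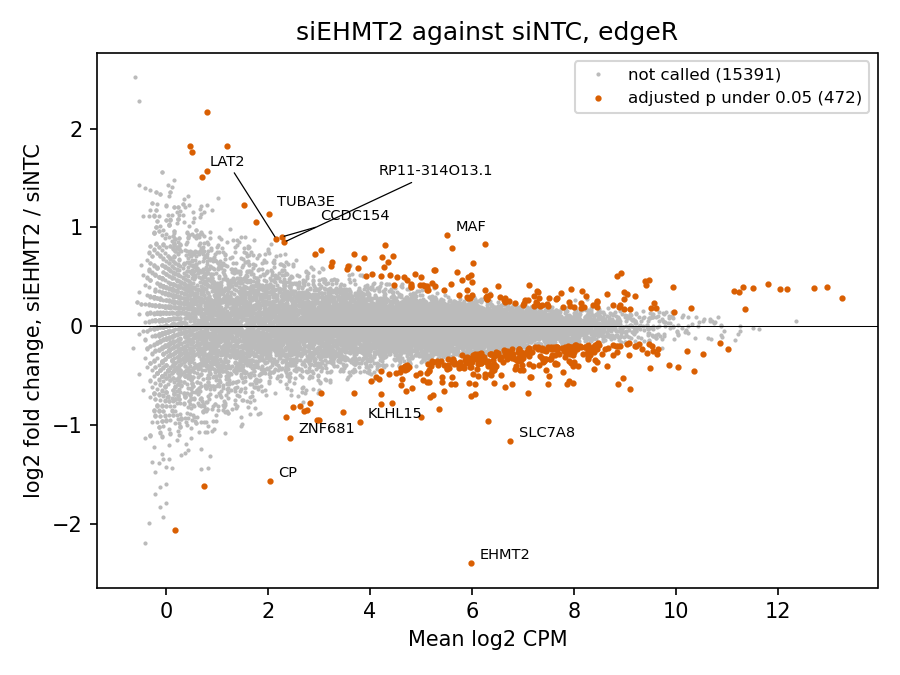
Log2 fold change in siEHMT2 against siNTC (vertical axis) against mean log2 CPM (horizontal axis) for the 15863 genes tested with edgeR; orange points are the 472 genes with an adjusted p under 0.05, and labels mark the 10 genes with the largest rises and falls under the naming rule. EHMT2 lies lowest among the labelled genes, at -2.40.

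The study genes linked to neuroendocrine differentiation and cell-cycle control were then compared. MCM7 was lower in siEHMT2, with a log2 fold change of -0.23 ± 0.047 (SE) and an edgeR adjusted p of 0.00603. SYP, at 1.98 ± 0.508 CPM (SD, n = 2) in siNTC and 1.75 ± 0.379 CPM (SD, n = 2) in siEHMT2, was near the limit of detection, and no difference was detectable at this depth. ENO2 had 47.2 ± 16.5 CPM (SD, n = 2) in siNTC and 38.8 ± 3.76 CPM (SD, n = 2) in siEHMT2, a difference within the spread of the siNTC replicates. NDRG1 rose by 0.28 ± 0.083 (SE) with an edgeR adjusted p of 0.0736. Over the alternatives without a block its adjusted p lay between 1.15e-05 (no filter) and 0.737 (DESeq2), and without siNTC replicate 2 the rise was 0.089. ENO1, DLL3, NANS, RB1, E2F1, MYC, PPP1R14C, LIPT2 and FRMPD2 were not called, with edgeR adjusted p between 0.711 and 0.956.

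In the camera test, 6 of the 12 gene lists differed between siEHMT2 and siNTC. The androgen receptor list was higher by a median log2 fold change of 0.16, with 4 of 34 genes lower and an adjusted p of 2.31e-15. Of its members 11 were called over all genes and 18 when adjusted over the list alone. Those with the smallest p were TMPRSS2 (0.54 ± 0.047, SE), PMEPA1 (0.38 ± 0.052), KLK2 (0.47 ± 0.064), ELL2 (0.42 ± 0.058) and FKBP5 (0.30 ± 0.047). The G2/M list was lower by a median of -0.11, with 46 of 54 genes lower, a camera adjusted p of 1.33e-08, 9 genes called over all genes and 12 adjusted over the list alone. MKI67 had its smallest p, at -0.55 ± 0.054 (SE). The S phase list was lower by -0.10, with 39 of 44 genes lower, a camera adjusted p of 0.000117, 2 genes called (MCM4 and MCM7) and 3 adjusted over the list alone. Its median was -0.053 without siNTC replicate 2. The REST-repressed list, of which 14 of 33 genes were tested, was higher by 0.27, with 2 genes lower and a camera adjusted p of 0.000104. SYT4 and CELSR3 were called over all genes, and 2 genes adjusted over the list alone. The integrated stress response list was lower by -0.073 in 25 of 31 genes (camera adjusted p of 0.00147), with SLC7A11, PHGDH and AARS called over all genes and 4 genes adjusted over the list alone. The lysosome list was higher by 0.038, with 8 of 29 genes lower (camera adjusted p of 0.0394), 0 called either way and 6 at an unadjusted p under 0.05. Its median was 0.064 without siNTC replicate 1, and its call was lost with library size only (adjusted p of 0.058), a mean of at least 50 counts (0.0505) and the GC and length correction (0.0745).

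The other 6 lists did not pass the camera threshold in siEHMT2 against siNTC, and the median of each moved by over 1.5 times or changed sign without 1 library. The MYC and ribosome biogenesis list had a median of -0.023 (adjusted p of 0.312) and of -0.037 without siNTC replicate 2. The neuroendocrine list, of which 6 of 30 genes were tested, had -0.14. This ran from -0.18 without siEHMT2 replicate 1 to 0.005 without siNTC replicate 2. The camera direction of this list was higher, opposite to its median, and its called gene SYT4 was higher. The p53 list had -0.017, and from -0.026 without siEHMT2 replicate 2 to 0.002 without siEHMT2 replicate 1. The interferon-stimulated list had -0.036, and from -0.087 without siNTC replicate 1 to 0.01 without siEHMT2 replicate 1. The cholesterol synthesis list had 0.016, and from -0.006 without siEHMT2 replicate 2 to 0.04 without siNTC replicate 1. The germline list, of which 6 of 28 genes were tested, had -0.22, and from -0.25 without siEHMT2 replicate 1 to -0.053 without siNTC replicate 1. UTP20 of the MYC list and SYT4 of the neuroendocrine list were called over all genes, and 1 gene in each when adjusted over the list alone. The other 4 lists had 0 calls either way, with 3, 3, 3 and 0 genes at an unadjusted p under 0.05. Of the 6 lists past the camera threshold, the androgen receptor list held under fry, with an adjusted p of 0.0315, and 0 held under camera with estimated correlation.

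To evaluate the second experiment, replicates were compared before the groups. Over genes with a mean of at least 50 counts, the SD of the log2 ratio between replicates was 0.177 in DOX+UNC0642, 0.184 in siNTC, 0.19 in siEHMT2, 0.372 in Vehicle and 1.39 in UNC0642. UNC0642 replicate 2 correlated with the other 5 libraries of its experiment at 0.862 to 0.909 (Pearson, log2 CPM across genes), while those 5 correlated with each other at 0.969 to 0.992. In the UNC0642 pair, 49.4% of these genes differed at least 2-fold between replicates. The log2 ratio of replicate 2 to replicate 1 rose with GC content (Spearman correlation across genes 0.614) and fell with exon length (-0.523). The Vehicle pair showed the same trends at a smaller size (0.506 and -0.428).

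**Figure D3:**
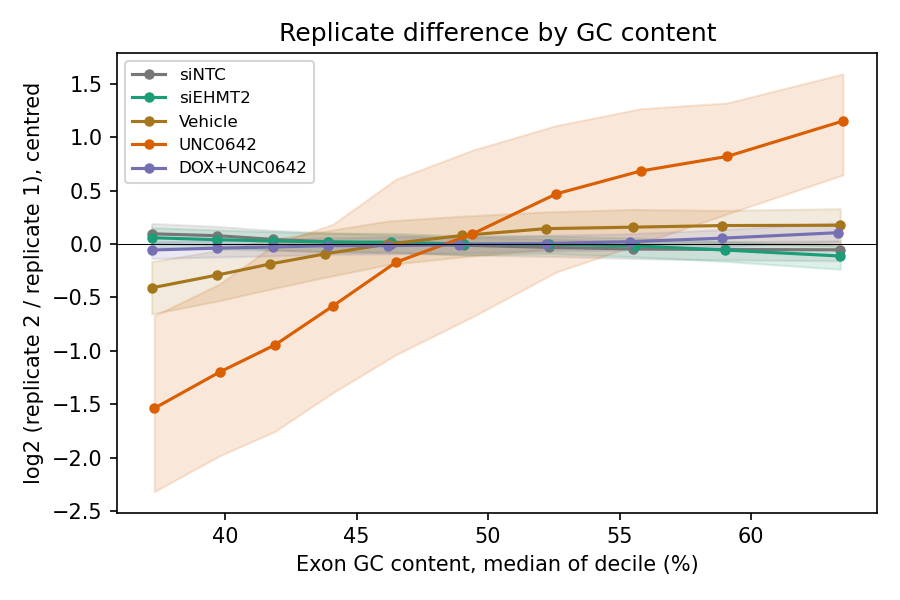
Median log2 ratio of replicate 2 to replicate 1 (vertical axis, centred) in 10 bins of exon GC content in percent (horizontal axis) for the 5 groups; bands span the middle 50 percent of genes in a bin. The UNC0642 line runs from -1.54 in the lowest bin to 1.15 in the highest, and the lines of siNTC, siEHMT2 and DOX+UNC0642 stay near 0.

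UNC0642 against Vehicle addressed the effect of dual EHMT1/2 inhibition. Of 16275 genes, 0 were called in the edgeR fit of 6 libraries, 938 had an unadjusted p under 0.05, and the smallest adjusted p was 0.495. In simulated data with this spread 0 of 200 changed genes were recovered, so the count does not show that genes were unchanged. The cut-off of 2-fold with an unadjusted p under 0.05 moved it most, to 654 genes (517 higher and 137 lower). By fold change alone 1973 genes differed at least 2-fold. Taken from log2 CPM, the count was 1150 without UNC0642 replicate 2 and 7609 without UNC0642 replicate 1. MYC fell from 278 ± 8.86 CPM (SD, n = 2) to 92.5 ± 20.0 CPM (SD, n = 2), a log2 fold change of -1.59 ± 0.262 (SE), with an unadjusted edgeR p of 0.00123 and an adjusted p of 0.696. MYC passed the threshold without a filter (adjusted p of 0.0269) and with DESeq2 (0.0498), and over the alternatives without a block its adjusted p lay between 0.0269 and 0.999. With 0 calls, the rule for the largest changes named no gene in the contrasts of the 6-library fit.

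In the camera test, 9 of the 12 lists differed between UNC0642 and Vehicle. The S phase list was lower by -0.74 in 42 of 44 genes (adjusted p of 8.46e-14), and the G2/M list by -0.70 in 50 of 54 genes (adjusted p of 1.51e-09). These medians were -0.57 and -0.44 without UNC0642 replicate 2, and without UNC0642 replicate 1 they were -0.99 and -1.27. The MYC and ribosome biogenesis list was lower by -0.15 in 26 of 38 genes, with a camera adjusted p of 0.00516. Its value rested on the libraries used, at -0.53 without UNC0642 replicate 2, 0.034 without UNC0642 replicate 1, -0.30 without Vehicle replicate 1 and -0.053 without Vehicle replicate 2. With the GC and length correction it was -0.34 (camera adjusted p of 2.03e-06), and with a mean of at least 50 counts -0.12 (0.00576). With library size only it was -0.35 (0.000613), where the median of all genes was -0.13. The REST-repressed (0.94, camera adjusted p of 1.79e-06), lysosome (0.56, 3.18e-06), interferon-stimulated (0.45, 0.00456) and androgen receptor (0.33, 0.0103) lists were higher, with 1 of 15, 4 of 29, 6 of 25 and 9 of 34 genes lower. The p53 (-0.34, 0.0103) and integrated stress response (-0.11, 0.0386) lists were lower, in 21 of 26 and 19 of 31 genes. The lysosome median was 0.23 and the integrated stress response median -0.35 without UNC0642 replicate 2. Without UNC0642 replicate 1 the androgen receptor median was 0.088, the p53 median -0.54, the lysosome median 0.87 and the integrated stress response median 0.097. Without Vehicle replicate 1 the p53 and integrated stress response medians were -0.22 and -0.19, and without Vehicle replicate 2 the latter was 0.038. With a mean of at least 50 counts the interferon-stimulated and integrated stress response calls were lost (adjusted p of 0.05 and 0.0505). The neuroendocrine (0.31), cholesterol synthesis (0.19) and germline (0.12) lists did not pass camera, and the second passed under fry (adjusted p of 0.0169). The neuroendocrine median ran from 0.15 without UNC0642 replicate 2 to 0.72 without UNC0642 replicate 1, and the germline median from 0.09 without Vehicle replicate 1 to 0.58 without UNC0642 replicate 1. Over all genes 0 members of any list were called, with 0 to 16 per list at an unadjusted p under 0.05. Adjusted over the list alone, 1 gene of the REST-repressed list and 1 of the lysosome list were called, and 0 in each of the others. Of the 9 lists past the threshold, the REST-repressed and interferon-stimulated lists held under fry (adjusted p of 0.0481 and 0.0169), and 0 held under camera with estimated correlation.

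**Figure D4:**
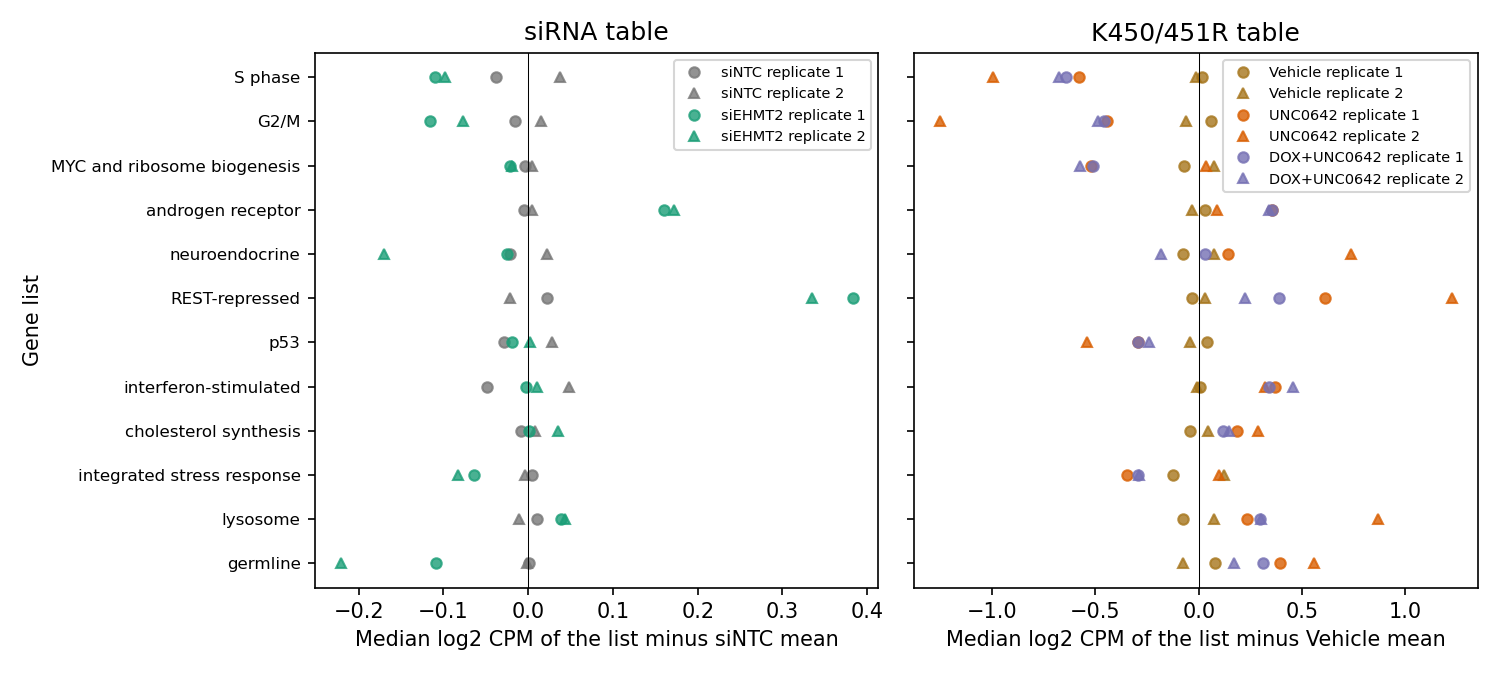
Median over the genes of each list of log2 CPM minus the mean of the control group (horizontal axis), for the 12 lists (vertical axis), with 1 point per library; the left panel shows the siRNA experiment and the right panel the inhibitor experiment, on different scales. UNC0642 replicate 2 lies apart from UNC0642 replicate 1 in most lists, and the DOX+UNC0642 libraries lie near UNC0642 replicate 1 for S phase, G2/M and MYC.

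DOX+UNC0642 against UNC0642 asked whether doxycycline with the mutant EHMT1 changes expression under inhibitor. No library used here had doxycycline without the transgene, so their effects cannot be told apart. In the edgeR fit 0 of 16275 genes were called, 224 had an unadjusted p under 0.05, and the smallest edgeR adjusted p was 0.627. EHMT1 itself, the induced gene, had a log2 fold change of 2.50 ± 0.404 (SE) with an edgeR adjusted p of 0.627. It passed the threshold without a filter (adjusted p of 7.75e-06) and with DESeq2 (0.00716), and over the alternatives without a block its adjusted p lay between 7.75e-06 and 0.884. By fold change alone 2207 genes differed at least 2-fold. Taken from log2 CPM, the count was 418 without UNC0642 replicate 2 and 8431 without UNC0642 replicate 1. In the camera test 1 of 12 lists passed the threshold, the MYC and ribosome biogenesis list, with a median of -0.35 (28 of 38 genes lower, adjusted p of 0.0394). This list had a median of -0.039 without UNC0642 replicate 2, and it did not pass under fry (adjusted p of 0.428) or camera with estimated correlation (0.641). The S phase (0.13), G2/M (0.32), androgen receptor (0.19), neuroendocrine (-0.61), REST-repressed (-0.30), p53 (0.18), interferon-stimulated (-0.06), cholesterol synthesis (-0.015), integrated stress response (-0.20), lysosome (-0.36) and germline (-0.17) lists did not pass, and of these the interferon-stimulated list passed with the GC and length correction (-0.30, adjusted p of 0.0374). The sign changed without UNC0642 replicate 2 for the S phase (-0.086), G2/M (-0.053), androgen receptor (-0.005), neuroendocrine (0.046), REST-repressed (0.016), p53 (-0.046), integrated stress response (0.031) and lysosome (0.012) lists, and the medians of the interferon-stimulated and germline lists were then -0.026 and -0.48. Without UNC0642 replicate 1 the medians were 0.39 for S phase, 0.84 for G2/M, -0.61 for MYC, 0.42 for androgen receptor, -1.09 for neuroendocrine, -0.61 for REST-repressed, 0.40 for p53, -0.12 for interferon-stimulated, -0.07 for cholesterol synthesis, -0.36 for integrated stress response, -0.62 for lysosome and -0.335 for germline. Of the list members 0 were called, over all genes or adjusted over the list alone, with at most 2 per list at an unadjusted p under 0.05. In the edgeR fit 0 of the 15 study genes passed the threshold in this contrast or in UNC0642 against Vehicle, and of the alternatives without a block only those named above for EHMT1 and MYC gave a call.

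DOX+UNC0642 against Vehicle measured inhibitor, doxycycline and mutant EHMT1 together. In the fit of 6 libraries 0 of 16275 genes were called, with 750 at an unadjusted p under 0.05. When the fit held the 4 libraries compared, an alternative chosen before the data were examined, 1700 of 15849 genes (10.7%) were called by edgeR, 943 higher and 757 lower, and 499 of them changed at least 2-fold. The biological coefficient of variation was 12.3% in this fit and 37.8% in the fit of 6 libraries. Of the alternatives to the 6-library fit, limma-voom with library quality weights, chosen after seeing the data, moved the count most, to 2017 genes. Of those to the 4-library fit, an adjusted p under 0.01 moved the count by the largest factor, to 134 genes (18 lower), while no filter gave 3332 and the GC and length correction 3315. MYC was lower, with a log2 fold change of -1.57 ± 0.111 (SE) and an edgeR adjusted p of 0.00217, as were E2F1 (-0.96 ± 0.139, adjusted p of 0.0128), MCM7 (-0.97 ± 0.122, 0.00861) and ENO1 (-0.78 ± 0.166, 0.0304), while NDRG1 was higher (0.66 ± 0.134, 0.0266) and EHMT1 rose by 2.21 ± 0.115 (adjusted p of 0.000607). The other 9 study genes were not called. Chosen after its values were seen, GPNMB (ENSG00000136235, chromosome 7, 23275586 to 23314727, plus strand), a member of the lysosome list, had 6.80 ± 0.0872 CPM (SD, n = 2) in Vehicle, 71.7 ± 1.02 CPM (SD, n = 2) in DOX+UNC0642, and 61.3 and 36.0 CPM in the UNC0642 replicates. The rule for the largest changes, applied to this fit after the data were seen, gave AL035610.1 (log2 fold change 4.60 ± 0.256, SE), PCA3 (3.94 ± 0.249), CYP4F8 (3.78 ± 0.343), GSTA2 (3.43 ± 0.409) and GPNMB (3.40 ± 0.148) as rises, and DHRS2 (-2.31 ± 0.291), DUSP9 (-2.02 ± 0.252), PLOD2 (-1.92 ± 0.285), STC1 (-1.80 ± 0.186) and the mitochondrial tRNA gene MT-TL1 (-1.76 ± 0.325) as falls. PCA3 lies opposite PRUNE2 and AL035610.1 opposite AL035610.2, PLOD2 overlaps noncoding genes, and CYP4F8 and GSTA2 belong to families with close copies, so their counts are uncertain.

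In the same 4-library fit the S phase list was lower by -0.66 in 42 of 44 genes, with 30 called over all genes and 35 adjusted over the list alone. The MYC and ribosome biogenesis list was lower by -0.54 in 37 of 38 genes, with 17 called and 29 adjusted over the list alone. The G2/M list was lower by -0.49 in 49 of 54 genes, with 22 called and 33 adjusted over the list alone. Their camera adjusted p were 1.92e-21, 2.15e-15 and 7.78e-13, and all 3 held under fry (0.00503, 0.0274 and 0.0261) but not under camera with estimated correlation (0.0722, 0.165 and 0.0722). The androgen receptor (0.36), REST-repressed (0.44), lysosome (0.25) and interferon-stimulated (0.43) lists were higher, and the p53 (-0.26) and integrated stress response (-0.31) lists lower, with camera adjusted p between 9.94e-11 and 0.0215. Over all genes 10, 6, 7, 1, 4 and 6 of their members were called, and 16, 6, 8, 5, 7 and 12 adjusted over the list alone. Of these 6 lists, the integrated stress response list did not hold under fry (adjusted p of 0.0933) and 0 held under camera with estimated correlation, and the interferon-stimulated call was lost with the GC and length correction (0.33, adjusted p of 0.0636). Without DOX+UNC0642 replicate 1 the REST-repressed median was 0.24, and without Vehicle replicate 2 the lysosome and integrated stress response medians were 0.41 and -0.16. The neuroendocrine (-0.076), cholesterol synthesis (0.13) and germline (0.11) lists did not pass camera, though the second passed under fry (adjusted p of 0.0261), with 1, 1 and 0 members called over all genes, 1, 5 and 0 adjusted over the list alone, and 2, 12 and 1 at an unadjusted p under 0.05. Without DOX+UNC0642 replicate 1 the neuroendocrine and germline medians were -0.185 and -0.086, and without DOX+UNC0642 replicate 2 they were 0.025 and 0.22. The camera direction of the germline list was lower, opposite to its median.

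The difference between the UNC0642 effect and the siEHMT2 effect was tested directly in 1 fit of 10 libraries. The inhibitor lowered the S phase list further than the knockdown by a median of -0.61 on the log2 scale (42 of 44 genes, camera adjusted p of 1.01e-11), the G2/M list by -0.53 (45 of 54 genes, 4.63e-07) and the MYC and ribosome biogenesis list by -0.12 (25 of 38 genes, 0.00628). Under fry the first held (adjusted p of 0.0344) and the other two did not (0.0545 and 0.249), and under camera with estimated correlation none of them held (0.0643, 0.0643 and 0.392). The medians were -0.50, -0.32 and -0.49 without UNC0642 replicate 2, and -0.91, -1.09 and 0.075 without UNC0642 replicate 1. Without Vehicle replicate 1 and Vehicle replicate 2 the MYC median was -0.25 and -0.029. With the GC and length correction the S phase, G2/M and MYC medians were -0.45, -0.35 and -0.29 (camera adjusted p of 2.72e-12, 2.89e-08 and 1.28e-05). Of the members of these 3 lists 0 were called, over all genes or adjusted over the list alone, with 9, 3 and 2 at an unadjusted p under 0.05. With DOX+UNC0642 in place of UNC0642, an alternative chosen after seeing the data, the medians were -0.60, -0.38 and -0.52. Their camera adjusted p were 3.27e-15, 6.57e-07 and 1.88e-13. This alternative also brings in doxycycline and the EHMT1 transgene. The REST-repressed (0.58), interferon-stimulated (0.29), lysosome (0.46) and p53 (-0.31) lists also differed, with camera adjusted p between 2.37e-06 and 0.00875, and all 4 held under fry (0.0396, 0.0137, 0.046 and 0.046) but not under camera with estimated correlation. The REST-repressed call was lost with the GC and length correction (0.205, adjusted p of 0.174) and with DOX+UNC0642 in place (0.29, 0.077). With both of these changes it was also lost (0.40, 0.0568), as was the interferon-stimulated call (0.265, 0.0715). The REST-repressed and lysosome medians were 0.28 and 0.21 without UNC0642 replicate 2, and without UNC0642 replicate 1 the p53 median was -0.55. The interferon-stimulated median was 0.16 without Vehicle replicate 1, 0.715 without Vehicle replicate 2 and 0.517 without siNTC replicate 2. The androgen receptor (0.18), neuroendocrine (0.41), cholesterol synthesis (0.21), integrated stress response (-0.019) and germline (0.10) lists did not differ past the camera threshold. Under fry the cholesterol synthesis and germline lists passed (adjusted p of 0.0344 and 0.0493), and in fgsea the androgen receptor, integrated stress response and germline lists did (0.0145, 0.0151 and 0.0145). The integrated stress response list also passed camera with library size only (-0.21, adjusted p of 0.0391), with the GC and length correction (-0.043, 0.0192) and with DOX+UNC0642 in place (-0.22, 0.00401), and the androgen receptor list with DOX+UNC0642 in place (0.24, 0.000167). The androgen receptor median ran from -0.018 without UNC0642 replicate 1 to 0.28 without Vehicle replicate 1, the neuroendocrine median from 0.14 without UNC0642 replicate 2 to 0.82 without UNC0642 replicate 1, and the integrated stress response median from -0.265 without UNC0642 replicate 2 to 0.137 without UNC0642 replicate 1. The cholesterol synthesis median was 0.07 without UNC0642 replicate 2, and the germline median ran from 0.021 without Vehicle replicate 2 to 0.70 without UNC0642 replicate 2. The knockdown and the inhibitor were applied in different LNCaP derivatives and experiments.

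Across 15477 genes, which are not independent replicates, the siEHMT2 effect and the UNC0642 effect had a Pearson correlation of 0.22 and a Spearman correlation of 0.251, with the same sign in 60.5% of genes. The Pearson correlation was 0.0548 without UNC0642 replicate 2. The siEHMT2 effect and the DOX+UNC0642 effect from the 4-library fit had a Pearson correlation of 0.0004 and a Spearman correlation of -0.051. The Pearson value was -0.0386 without Vehicle replicate 1 and 0.0418 without Vehicle replicate 2. Of 15332 genes tested in both fits, 176 were called in both, where independence gives 50.1, and 60 of them changed in the same direction, where the margins give 69.9. Contrasts that share libraries correlate with no effect at all, and the simulated values are given beside the observed ones. UNC0642 against Vehicle and DOX+UNC0642 against UNC0642 had a correlation of -0.647, where unchanged groups gave -0.507. UNC0642 against Vehicle and DOX+UNC0642 against Vehicle had 0.428, where unchanged groups gave 0.501. Simulated sizes near 0.5 are those of groups with equal spread. The SD of the log2 ratio between replicates was 1.39 in UNC0642, 0.372 in Vehicle and 0.177 in DOX+UNC0642. The simulated values therefore cannot say what sharing alone gives in these data. With no library shared, UNC0642 replicate 1 against Vehicle replicate 1 and the mean of DOX+UNC0642 against Vehicle replicate 2 had 0.513, and the same comparison with UNC0642 replicate 2 had -0.302. With the Vehicle libraries exchanged these values were 0.537 and 0.197.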

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

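All values here recompute a reported result with 1 choice changed, or with the pair of choices named. Counts of genes changed at least 2-fold without 1 library are an exception, since they also move from the edgeR fit to log2 CPM. The cause of a change was not tested unless a sentence gives it. The GC and length correction, quality weights, the replacement of UNC0642 by DOX+UNC0642 and each alternative to the 4-library fit were chosen after seeing the data.

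The 472 genes called in siEHMT2 against siNTC stayed within 1.5 times under RLE size factors (470), library size only (502), no filter (617), a mean of at least 50 counts (482), the GC and length correction (449) and limma-voom (480). The count was 262 with DESeq2 (67 higher, 195 lower) and the cut-off of 2-fold and an unadjusted p under 0.05 gave 68 higher and 48 lower, against 147 and 325. An adjusted p under 0.01, which is stricter by construction, gave 228. With a replicate block it was 1164 genes (439 higher, 725 lower), and 1099 with replicate block and GC and length correction. Among the study genes not called, a replicate block brought EHMT1 (-0.16, adjusted p of 0.0395) and NDRG1 (0.29, 2.57e-06) past the threshold, and replicate block with GC and length correction brought ENO2 (-0.31, 0.00764) and NDRG1 (0.32, 1.89e-10) past it. Among the lists other than S phase, G2/M and MYC, a replicate block put the integrated stress response list in UNC0642 against Vehicle at -0.12 (adjusted p of 0.0568) and no longer past the threshold. With replicate block and GC and length correction the same held for the lysosome list in siEHMT2 against siNTC (0.05, 0.0831), the REST-repressed list in the difference between the effects (0.202, 0.188) and the interferon-stimulated list in the 4-library fit (0.341, 0.0673), while the interferon-stimulated list in DOX+UNC0642 against UNC0642 (-0.302, 0.0351) and the integrated stress response list in the difference (-0.042, 0.0398) came past it. The deviations of same-numbered replicates from their group means correlated, across all 15863 or 16275 genes tested, at 0.092 between siNTC and siEHMT2, 0.586 between Vehicle and UNC0642, 0.012 between Vehicle and DOX+UNC0642 and 0.038 between UNC0642 and DOX+UNC0642, and the labels do not pair the replicates. Across the 11893 genes with known GC content and a mean of at least 50 counts, the value between Vehicle and UNC0642 was 0.787.

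The count of 0 in UNC0642 against Vehicle (938 at an unadjusted p under 0.05) was 92 without a filter, 42 with DESeq2 and 517 higher and 137 lower with the 2-fold cut-off. For DOX+UNC0642 against UNC0642 the count of 0 (224 at an unadjusted p under 0.05) was 5 and 3, and 35 higher and 172 lower with the 2-fold cut-off. For DOX+UNC0642 against Vehicle with 6 libraries the count of 0 (750 at an unadjusted p under 0.05) was 60 and 22, 300 higher and 176 lower with the 2-fold cut-off, 2017 with limma-voom and library quality weights, 1700 with only the 4 libraries compared, 1809 without UNC0642 replicate 1 and 1757 without UNC0642 replicate 2. The 1700 genes of the 4-library fit (943 higher, 757 lower) became 3332 without a filter, 3315 with the GC and length correction (1506 higher, 1809 lower), 2651 with a replicate block, 3736 with replicate block and GC and length correction, 593 higher and 319 lower with the 2-fold cut-off and 134 (18 lower) with an adjusted p under 0.01. They stayed within 1.5 times under RLE size factors (1667), library size only (1695), DESeq2 (1907), limma-voom (1800) and a mean of at least 50 counts (1591).

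Genes changed at least 2-fold, which carry no test, fell in number with a mean of at least 50 counts, which tests fewer genes: from 152 to 5 in siEHMT2 against siNTC, from 1973 to 1012 in UNC0642 against Vehicle, from 2207 to 1393 in DOX+UNC0642 against UNC0642 and from 1173 to 371 in DOX+UNC0642 against Vehicle. The GC and length correction gave 1228 in DOX+UNC0642 against UNC0642. Across fits that each left out 1 library the counts ran from 298 to 328, from 1150 (without UNC0642 replicate 2) to 7609 (without UNC0642 replicate 1), from 418 (without UNC0642 replicate 2) to 8431 (without UNC0642 replicate 1) and from 1247 to 1804, and in the 4-library fit (1020) from 1082 to 1622.

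The S phase, G2/M and MYC medians do not change with the list test, so only p moved. In siEHMT2 against siNTC camera with estimated correlation and fry gave adjusted p of 0.573 and 0.205 for S phase (-0.10) and 0.374 and 0.124 for G2/M (-0.11). In UNC0642 against Vehicle they gave 0.205 and 0.0647 for S phase (-0.74), 0.25 and 0.0964 for G2/M (-0.70) and 0.573 and 0.301 for MYC (-0.15). In DOX+UNC0642 against UNC0642 they gave 0.641 and 0.428 for MYC (-0.35), which was also past the threshold no longer with library size only (-0.094, 0.0644), the GC and length correction (-0.19, 0.148) and replicate block with GC and length correction (-0.17, 0.126). For the difference between the effects, estimated correlation gave 0.0643 for S phase (-0.61), 0.0643 for G2/M (-0.53) and 0.392 for MYC (-0.12), and fry gave 0.0545 for G2/M and 0.249 for MYC. In the 4-library fit estimated correlation gave 0.0722, 0.0722 and 0.165 for S phase (-0.66), G2/M (-0.49) and MYC (-0.54).

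In DOX+UNC0642 against UNC0642, with no list call at stake, the S phase direction reversed with the GC and length correction (-0.10, adjusted p of 0.574) and with replicate block and GC and length correction (-0.11, 0.641). The G2/M median of 0.32 fell to 0.017 (adjusted p of 0.734) and 0.018 (0.681) under the same changes. In fgsea the enrichment score had the opposite sign to the median for S phase (0.13, 0.944), G2/M (0.32, 0.811) and p53 (0.18, 0.81).

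Across fits that each left out 1 library, the S phase, G2/M and MYC medians ran from -0.14 to -0.053, -0.12 to -0.077 and -0.037 to -0.02 in siEHMT2 against siNTC. In UNC0642 against Vehicle they ran from -0.99 to -0.57, -1.27 to -0.44 and -0.53 to 0.034, with the ends set by the UNC0642 libraries. In DOX+UNC0642 against UNC0642 they ran from -0.086 to 0.39, -0.053 to 0.84 and -0.61 to -0.039, with the ends set by the UNC0642 libraries. For the difference between the effects they ran from -0.91 to -0.50, -1.09 to -0.32 and -0.49 to 0.075. In the 4-library fit they ran from -0.68 to -0.63, -0.55 to -0.39 and -0.65 to -0.51.

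The correlation of the siEHMT2 effect with the UNC0642 effect (0.22) was 0.291 over genes with a mean of at least 50 counts, 0.617 over genes called in either contrast and 0.192 with the GC and length correction, and it ran from 0.0548 (without UNC0642 replicate 2) to 0.222 without 1 library. UNC0642 against Vehicle had 0 calls, so the value of 0.617 covers only genes called after siEHMT2, which were selected on 1 of the effects compared. The correlation of the siEHMT2 effect with the DOX+UNC0642 effect (0.0004) was, in the same order, -0.0732, 0.0832 and 0.0558, and ran from -0.0386 to 0.0418.

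Scaling by library size only moved the median log2 fold change of all genes to -0.13 in UNC0642 against Vehicle and to 0.20 in DOX+UNC0642 against UNC0642, and changes under that scaling are relative to these values. The sign changed for EHMT2 (-0.002) and ENO1 (-0.04) in the first contrast and for PPP1R14C (0.20) in the second. Relative to these medians EHMT2 and ENO1 stayed higher and PPP1R14C lay near the median. The changes of sign therefore follow the scaling and do not show that these genes reversed.

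The reversals under other alternatives concerned values that did not pass the threshold. With the GC and length correction they were the interferon-stimulated list (-0.05, camera direction) and E2F1 (-0.031) in siEHMT2 against siNTC, and the REST-repressed list (-0.03, camera direction), DLL3 (0.25), MYC (-0.007) and PPP1R14C (0.073) in DOX+UNC0642 against UNC0642. With replicate block and GC and length correction they were the interferon-stimulated list (-0.047), DLL3 (-0.004) and E2F1 (-0.032) in siEHMT2 against siNTC, ENO1 (-0.02) in UNC0642 against Vehicle, and the REST-repressed list (-0.018), DLL3 (0.27) and PPP1R14C (0.12) in DOX+UNC0642 against UNC0642. With a mean of at least 50 counts they were the germline list (0.067) in siEHMT2 against siNTC, the neuroendocrine list in UNC0642 against Vehicle (-0.19) and in the difference between the effects (-0.17), and the interferon-stimulated list (0.20) and MYC (-0.01) in DOX+UNC0642 against UNC0642. PPP1R14C in DOX+UNC0642 against UNC0642 was 0.015 with limma-voom and 0.048 with quality weights. With DOX+UNC0642 in place of UNC0642 the neuroendocrine difference was -0.11, and -0.056 with the GC and length correction.

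Among the other lists and the named genes, 49 values were no longer past the threshold under an alternative, 26 came past it, 26 changed direction as given above, 79 values with no test moved by more than the spread between replicates, and 1182 did none of these. The changes of direction include the 3 under library size only, which follow the scaling. Depth limits genes near the filter, such as SYP with 19 to 33 counts in the siRNA libraries.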

Other observations

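Except for the test of the Vehicle deviation after the GC and length trend, the tests below were chosen only after the result was seen.

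UNC0642 replicate 2 departed from the other libraries of its experiment, with an SD of 1.39 for the log2 ratio of the pair. Its total of 12948110 counts lay within the range of the others, which argues against lower depth. A few genes taking the counts would shift all others by one common factor, but after scaling 49.4% of genes differed at least 2-fold within the pair, against at most 1.34% in the other pairs, which argues against this as the whole. The 100 most abundant genes did take 22.32% of the counts of this library and 14.46% to 17.99% in the other libraries, so it is a candidate explanation for part of the departure, unless the larger share itself follows from the GC and length trend. GC content and exon length accounted for 49% of the variance of the log2 ratio, and in the other pairs for 8.74% to 36.4%, so a GC and length trend is another candidate explanation for part. It is not the whole, since the SD left after the trend was 0.989, where the other pairs had 0.168 to 0.295. A mislabelled vehicle library is argued against by genes that rise or fall in DOX+UNC0642 against Vehicle: with the GC and length correction, 250 rising genes lay above 86 falling ones by 0.995 on the log2 scale in this library, against 0.005 in Vehicle replicate 2 and 1.72 in UNC0642 replicate 1. Without the correction these separations were 0.222 in this library, 0.088 in Vehicle replicate 1 and 1.887 in UNC0642 replicate 1, which alone would not exclude it. Against random genes matched in GC content and length, with no correction, the separation in this library was 1.191 above their mean and above every draw. In Vehicle replicate 2 it was 0.03 above their mean. The Vehicle values mirror each other by construction, because libraries were centred on the Vehicle mean. The genes were also chosen with both Vehicle libraries, so these values do not show what another vehicle library would give. A mislabelled DOX+UNC0642 library is argued against by EHMT1, at 68.4 CPM where those libraries had 594 and 599 CPM. The number of genes at 10 CPM or more in this library and under 1 CPM in the other 9 was 0, which argues against RNA of another human cell type in an amount that brings its abundant transcripts. What remains open is the source of the rest of the departure, and no biological explanation was tested because the replicates share their treatment.

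Vehicle replicate 2 deviated from its pair in the same genes as UNC0642 replicate 2, with a correlation of 0.787 between the pair deviations across the 11893 genes with known GC content and a mean of at least 50 counts. Across all 16275 genes tested it was 0.586. Over the 11893 genes it was 0.67 after the GC and length trend was taken out of each pair, which argues against that trend as the whole cause. A large share of RNA of the UNC0642 library in the Vehicle library is argued against by the separation of rising and falling genes. It differed by 0.01 on the log2 scale between the Vehicle libraries after the correction. Without the correction it was 0.088 in Vehicle replicate 1 and -0.088 in Vehicle replicate 2. Relative to matched random genes these were -0.03 and 0.03. The genes were chosen with both Vehicle libraries, which favours agreement between them, so a small share stays open. A shared difference in RNA or library preparation may stand behind both, but the labels give no batch, and this was not tested.

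The absence of calls in the 6-library fit of DOX+UNC0642 against Vehicle is in line with the gap between the UNC0642 libraries raising the spread that the fit shares among groups. Without UNC0642 replicate 2 the fit gave 1757 calls, and without UNC0642 replicate 1 it gave 1809. Leaving out either removes the pair's spread, so this does not say which library departs. Quality weights, by voom, were 0.136 and 0.135 for the UNC0642 libraries and 4.62 and 4.86 for DOX+UNC0642.

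More of the genes called by adjusted p were lower than higher after siEHMT2, at 325 against 147. Among genes changed at least 2-fold the balance was the opposite, with 88 higher and 64 lower. With the GC and length correction 287 called genes were lower and 162 higher, which argues against that trend as the whole cause of the excess among called genes.

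Genes called in both siEHMT2 and the 4-library DOX+UNC0642 fit leaned to opposite directions, at 65.9% of 176. The same direction held for 60 genes where the margins give 69.9, so part of the lean follows from the margins. With the correction in both fits the opposite share was 48.1% of 208 genes, with 108 in the same direction where the margins give 100. A GC and length trend may account for the rest of the lean. The correction also changed which genes were called and their margins, and neither gap to the margins was tested, so this stays open.

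The correlation of 0.22 between the siEHMT2 and UNC0642 effects was 0.1922 with the correction, which argues against a GC and length trend as the whole cause. Without UNC0642 replicate 2 it was 0.0548, and without UNC0642 replicate 1 it was 0.2185, so the departure of replicate 2 is a candidate source of the correlation.

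The 13 mitochondrial mRNAs were lower in DOX+UNC0642, with a median log2 fold change of -1.39 against Vehicle in the 4-library fit (13 lower, 8 called) and -1.11 against UNC0642 (13 lower, 0 called in the edgeR fit). With the correction the first value was -1.252, which argues against a GC and length trend. The mitochondrial share of counts was lower by -2.3 percentage points in the 2 DOX+UNC0642 libraries than in the other 4, but the shares also ran from 3.351% to 6.411% within Vehicle. Variation between libraries stays open: the two-sided exact permutation p was 0.133, but 15 splits allow at best 0.0667, so this test could not decide it. Doxycycline, which inhibits mitochondrial translation in general, cannot be told apart from the EHMT1 transgene, because 0 libraries used here had doxycycline without the transgene. A stress response to doxycycline stays open too: the integrated stress response list had a median of -0.205 against UNC0642, but 0.031 without UNC0642 replicate 2.

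After siEHMT2 the 13 mitochondrial mRNAs were higher, with a median log2 fold change of 0.39 (0 lower, 13 called), and 0.377 with the correction, which argues against a GC and length trend. The mitochondrial share of counts was 4.541% and 4.385% in siNTC and 5.901% and 5.497% in siEHMT2. Within Vehicle it ran from 3.351% to 6.411%, so variation between libraries stays open. Silencing of EHMT2 also stays open as an explanation, untested beyond this contrast.

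Genes of glycolysis and the oxygen response, among them NDUFA4L2 and PFKFB4, chosen after their values were seen, were lower in DOX+UNC0642. NDUFA4L2 had 14.4 and 15.7 CPM there and 44.7 and 121 CPM in UNC0642. PFKFB4 had 35.5 and 34.3 CPM there and 63.8 and 77.4 CPM in UNC0642. A lower hypoxia programme may underlie this. A list of 29 hypoxia genes was written without these genes, and 28 were tested in DOX+UNC0642 against UNC0642 only. The median was -0.22 with 17 genes lower, a camera p of 0.111 and a fry p of 0.137. The gap between the UNC0642 libraries weighs on this test. Without UNC0642 replicate 2 the median was -0.23 with 26 genes lower and no test, so the question stays open.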
